A study of Mus musculus with 74 samples. Its data were reported in "KRAB-zinc finger protein gene expansion in response to active retrotransposons in the murine lineage" (2020).

How the data were processed

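The series measured the genomic binding of mouse KRAB zinc finger proteins (KRAB-ZFPs, DNA-binding repressors with a KRAB domain and an array of zinc fingers) by ChIP-seq, in which chromatin bound by an epitope-tagged protein is immunoprecipitated and sequenced. The labels describe 74 samples, of which 68 were ChIP samples of a KRAB-ZFP each and 6 were inputs or control ChIPs. Each KRAB-ZFP had 1 sample, so no value below has a replicate error. The deposited table held peaks and no control libraries, so the background of the controls enters only through the authors' peak calling. F9 EC cells are a mouse embryonal carcinoma line, and ES cells are embryonic stem cells, here of the B6 strain.

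Per the labels and the methods of the study, the authors mapped reads to the mouse genome build mm9 with Bowtie or Bowtie2 and placed a read with several equally good positions at 1 of them, chosen pseudo-randomly. They called peaks per sample with MACS14, without pooling. In 48 F9 samples a peak was kept where it was called against both input and a FLAG or HA control ChIP, while 10 F9 samples had another control ChIP and the 9 ES samples an input alone. Each peak was then set to 200 bp around its summit. The start, end and summit positions and the called widths are in base pairs in the deposited table. A random placement spreads the reads of a repeat over its copies, which lowers the height of a peak in a young repeat and can move a peak between near-identical copies. The authors deposited for each peak the number of tags as a raw count, and a score, which is 10 times the negative log10 of the MACS14 p-value. The authors also deposited the fold enrichment over the local background, a ratio. The deposited false discovery rate of each peak is a percent, estimated by swapping ChIP and control. The score, fold and false discovery rate are the authors' own values per peak and were used here only to describe, rank or filter peaks within a KRAB-ZFP. Settings in the labels differed between samples: a p threshold of 1e-10 or 1e-05 and an enrichment threshold of 20 or 10 in F9 cells, and 1e-05 without an enrichment threshold in ES cells. The study loosened the settings where the strict ones gave too few peaks, so a sample's setting depends on its own outcome and peak numbers across settings are not comparable as they stand. The smallest score lay at or above the labelled p threshold in all 67 KRAB-ZFPs, and the smallest fold at or above the labelled enrichment threshold in all 58 for which a label gives one. In some KRAB-ZFPs the smallest score lay well above it, as for Zfp808 with a smallest score of 222.6 against a threshold of 100. In the 9 ES samples the smallest fold ranged from 1.78 to 4.89.

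The table held 53255 peaks under 68 names. One name, with 244 peaks, matched no label, and 1 labelled KRAB-ZFP matched no name, so neither was used; 53011 peaks of 67 KRAB-ZFPs remained. All lay on assembled chromosomes. The tags counted inside peaks ranged from 1681 to 540220 per KRAB-ZFP with a median of 11203; these are sums over called peaks and not the depth of the libraries, which is unknown here, so a missing peak is not evidence of absent binding. The reference used was the NCBIM37 assembly, which is the build named mm9, with gencode vM1 genes; coordinates are given in mm9, counted from 1. A gene chromosome was found for 64 KRAB-ZFPs, for 63 of them in gencode and for 1 in a gene table of the later assembly GRCm38.p6, which was used for no coordinate.

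Merged loci were made from all KRAB-ZFPs by joining 200 bp windows that overlapped by at least 25%. Pairs of KRAB-ZFPs were compared by a one-sided Fisher's exact test over the merged loci with Benjamini-Hochberg adjustment over all 2211 pairs and an adjusted p threshold of 1e-05. This background holds only loci with at least 1 call, so chance sharing is set high and the test is conservative; the genome in 200 bp windows was the alternative. Shares of co-bound pairs were compared by permuting chromosomes or setups over KRAB-ZFPs (100000 resamples). Here a setup is a combination of cell line, antibody and control. Group means of log10 values were compared by two-sided permutation tests with 100000 resamples, or exactly where at most 500000 splits existed. Clustering and proximity within 10 kb were tested by 1000 random placements on the same chromosome outside assembly gaps; in a pair of KRAB-ZFPs, the one with fewer peaks was placed. This null spreads peaks evenly and keeps neither gene density nor repeat density, so a set that favours either can pass without any finer grouping. Chromosome counts were tested by 10000 multinomial draws against the pooled share over the other KRAB-ZFPs. For Rex2, Zfp600 and Gm30910, overlaps used their peaks with a score over 100 and an enrichment over 20. The KRAB-ZFPs named are those in the comparisons, the 5 with the most and the 5 with the fewest peaks and up to 5 with the lowest p in the chromosome and clustering tests; the pairs named are the 10 with the largest Jaccard index among co-bound pairs sharing at least 20 loci, and the loci named are the 5 called in the most KRAB-ZFPs, with ties broken by name. These designs and most alternatives were fixed before the data were examined. Any other item named below was chosen after its values were seen.

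Chosen after the data were examined were the sequence analyses, the annotation of summits, the draws of shared loci from the genome, the chromosome test against chromosome length and the split of same-chromosome pairs by setup (10000 permutations). The 10-mer found more often within 50 bp of summits of unique-sequence peaks than 1 kb to either side was taken per KRAB-ZFP from the same peaks it is reported for, with Bonferroni adjustment over 10-mers. The copy number of a peak was the median, over 24-mers taken every 8 bp of its 200 bp window, of the number of exact occurrences in the assembled chromosomes on either strand; peaks with a median of 10 or more were called multi-copy and compared with 20000 random windows by two-sided Fisher's exact tests. Exact 24-mers find recent copies and miss old, diverged repeats. Repeat annotation was not used here, so no repeat subfamily is assigned to a peak. The sequence of the primer binding site for lysine tRNA 1,2 was taken from general knowledge. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.

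The statistics were tested on simulated data of 40 peak sets. The pair test found 5 of 5 linked pairs and called 0 of 775 others, and the clustering test found 10 of 10 clustered sets and called 0 of 30 others. The chromosome test found 10 of 10 crowded sets and called 0 of 30 others when the sets crowded on different chromosomes. When all 10 crowded on the same chromosome, it found 10 of 10 but also called 9 of 30 others, because the crowded sets are part of the pooled reference. A planted sequence with 101 copies was counted as 101. Of 200 comparisons without a difference, 10 gave a permutation p under 0.05. With no crowding in any set, the chromosome test called 0 of the 40 sets, and 3 had an unadjusted p under 0.05. Alternatives covered common peak thresholds, the overlap that counts as shared, whole called peaks, the background, loci called in 5 or more KRAB-ZFPs, window sizes, subsets of samples and permutation within setup. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.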

Results

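Binding sites of 67 KRAB-ZFPs were analysed from peaks of overexpressed, epitope-tagged proteins. The F9 EC samples comprised 18 KRAB-ZFPs with an N-terminal FLAG tag, 30 with an HA tag called against input and an HA control ChIP, and 10 with an HA tag aligned with Bowtie2 and called against another control. The 9 ES samples carried an HA tag. Each KRAB-ZFP was assayed once, so differences between single KRAB-ZFPs have no replicate check. No KRAB-ZFP was set aside here for low signal, so datasets that the study left out are among those counted below.

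The number of peaks per KRAB-ZFP ranged from 52 to 5685, with a median of 277 and quartiles of 141 and 790. The most peaks were found for Gm14406 with 5685 peaks, Gm13152 with 5189, Gm14419 with 3906, Gm13225 with 3570 and Gm13251 with 3300. The fewest were found for Zfp534 with 52 peaks, Gm30910 with 64, EtOHi1 and Rex2 with 67 each and Zfp456 with 72. The median fell to 97 peaks when all KRAB-ZFPs were held to p under 1e-10 and enrichment over 20, the alternative that moved it most; 63 KRAB-ZFPs then had any peak. In 4 KRAB-ZFPs, Gm14326, Gm14391, Gm14393 and Gm14418, which were named after their values were seen, the median of the deposited false discovery rate was 100%.

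**Figure D1:**
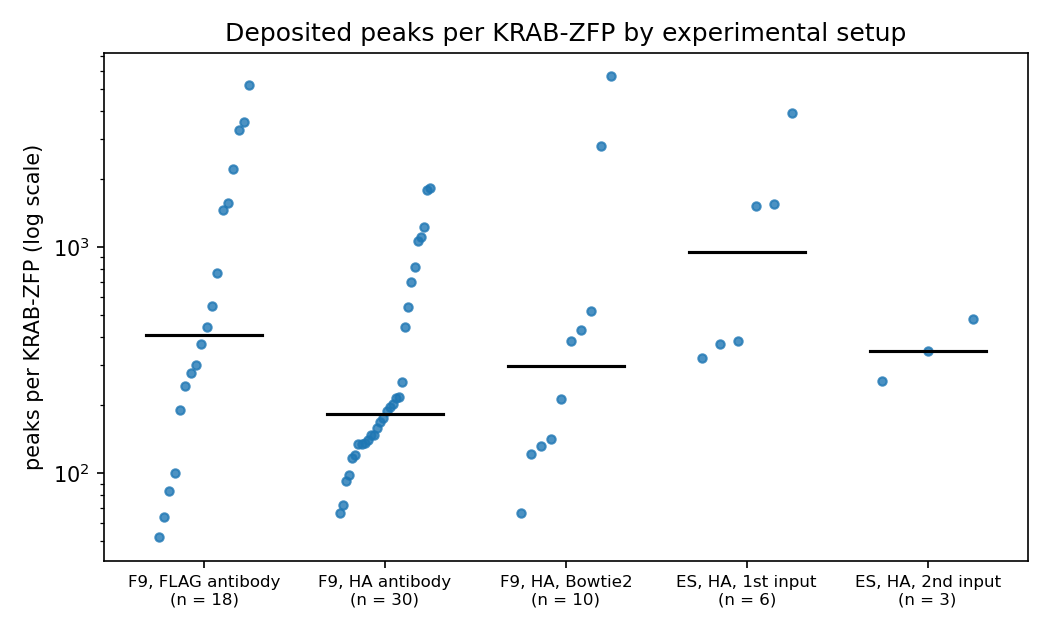
Number of deposited peaks per KRAB-ZFP (y axis, log scale) for each of 5 experimental setups (x axis); each point is a KRAB-ZFP and each line the median of a setup. The medians were 408 peaks with FLAG, 182 with HA, 297 with Bowtie2, and 950 and 346 in the ES samples called against each input, and the ranges overlapped.

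To ask whether the epitope went along with the number of peaks, F9 samples with FLAG and HA were compared; the tags were carried by different proteins, so this compares sets of proteins. The geometric mean was 485.8 peaks for 18 FLAG samples and 253 peaks for 30 HA samples, a difference of 0.283 in mean log10 peak number that did not pass the threshold (two-sided permutation test, p = 0.0649). It was past the threshold at common settings of p under 1e-10 and enrichment over 20 (difference 0.521, permutation p = 0.0188), over the samples that had peaks at those settings. With enrichment over 10 it passed as well (difference 0.369, permutation p = 0.0318). With N-terminal tags only, 18 against 7 samples, it was 0.222 (exact permutation p = 0.407).

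F9 samples had fewer peaks than ES samples as deposited, with geometric means of 330.2 and 639 peaks, and the difference of -0.287 in mean log10 did not pass the threshold (two-sided permutation test, 58 against 9 samples, p = 0.127). At p under 1e-10 and enrichment over 20 the direction turned, with F9 samples higher by 0.629 (permutation p = 0.0409, 54 against 9 samples with peaks). Cell line, antibody clone, control and threshold changed together between these sets, and no setup held both cell lines, so the cell line and the other factors cannot be told apart.

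The median width of called peaks differed by -0.051 in mean log10 between 48 F9 samples aligned with Bowtie and 10 aligned with Bowtie2 (two-sided permutation test, p = 0.503). At p under 1e-10 and enrichment over 20 the difference was -0.152 (permutation p = 0.0447, 46 against 8 samples with peaks), the only setting at which it passed. With enrichment over 10 it was -0.118 (permutation p = 0.108) and with C-terminal HA tags only it was -0.069 (permutation p = 0.337). The median width ranged from 137 bp to 2310 bp over KRAB-ZFPs, the largest being that of Gm13225.

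Summits lay in annotated coding exons for 2.59% of the 53011 peaks, in UTRs for 3.47%, in other exons for 0.802%, in introns for 34.3% and between genes for 58.9%. In 20000 random windows these shares were 1.35%, 1.27%, 0.67%, 37.9% and 58.9%. Within 1 kb of a transcript start lay 11.2% of peaks and 4.08% of random windows. For Gm13152 it was 50.05%, and this KRAB-ZFP made much of the pooled values near genes: without it, 6.94% of peaks lay within 1 kb of a transcript start, 1.73% in coding exons and 1.85% in UTRs.

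To describe how far peaks lay in recently copied sequence, the exact copy number of their 24-mers in mm9 was counted. Over all peaks 34.4% were multi-copy, against 12.9% of random windows, but the share per KRAB-ZFP ranged from 0% to 91.8%, with a median of 9.51%. It was higher than in random windows for 26 KRAB-ZFPs and lower for 32 (two-sided Fisher's exact tests, adjusted p under 0.05), while 9 passed neither way. With a minimum of 100 copies, the alternative that moved it most, 17 were higher. The share was 91.8% for Gm21082 (95% Wilson interval 90.5% to 92.8%) and 91.6% for Gm14406 (90.9% to 92.3%). For Rex2 it was 77.6% (66.3% to 85.9%). Zfp456, with 0 of 72 peaks, Zfp874a, with 0 of 148, and Zfp882, with 0 of 100, had none; the upper Wilson limits were 5.07%, 2.53% and 3.70%. Gm21082, Zfp874a and Zfp882 were chosen after their values were seen.

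**Figure D2:**
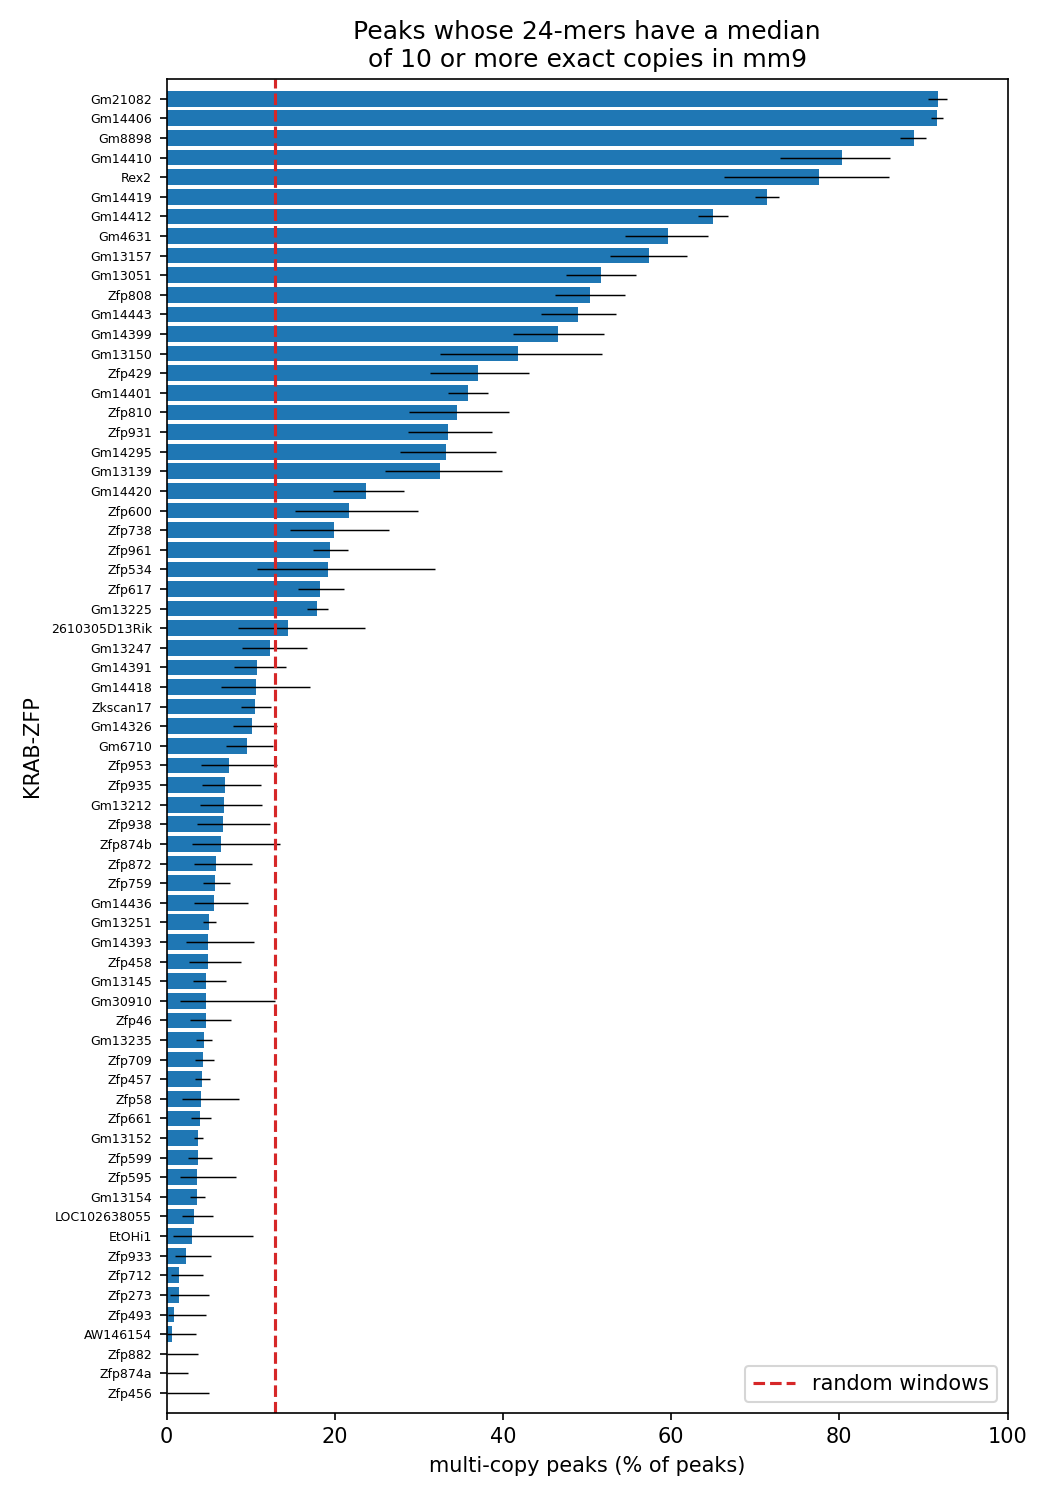
Share of peaks that were multi-copy (x axis, percent of the peaks of each KRAB-ZFP, with 95% Wilson intervals) for 67 KRAB-ZFPs (y axis); the dashed line is the share of 20000 random windows, 12.9%. The shares spread from 0% to 91.8% on both sides of the line.

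The peaks merged into 48767 loci, of which 45689 (93.7%) were called in a single KRAB-ZFP and 3078 in more. Of 2211 pairs of KRAB-ZFPs, 695 shared a locus and 80 (3.62%) were co-bound at an adjusted p under 1e-05 (one-sided Fisher's exact test). In absolute number the background moved this count most: against the genome in 200 bp windows, 266 pairs passed. At p under 1e-10 and enrichment over 20 the count fell to 20. Among the 53 co-bound pairs sharing at least 20 loci, the largest Jaccard index was that of Gm13145 and Zfp759, with 122 shared loci and an index of 0.107. It was followed by Gm14410 and Gm4631 with 43 shared loci (0.0915), Gm13139 and Zfp808 with 58 (0.0885), Gm13145 and Zfp872 with 51 (0.0878) and Gm13145 and Zfp953 with 37 (0.0683). The next were Gm13235 and Zfp457 with 218 shared loci (0.0644), Gm13235 and Zfp759 with 134 (0.0542), Gm14399 and Gm4631 with 35 (0.0532), Gm13145 and Gm13235 with 110 (0.0518) and Gm14436 and Gm6710 with 29 (0.0472). In 9 of these 10 pairs both members came from the same setup; the exception was Gm14410, assayed in F9 cells, with Gm4631, assayed in ES cells. At p under 1e-10 and enrichment over 20, 6 of the 10 pairs no longer passed (one-sided Fisher's exact tests). The index of Gm14410 and Gm4631 was then 0.0172 (adjusted exact p = 0.219) and that of Gm14436 and Gm6710 0.00651 (adjusted exact p = 0.27). The index of Gm13235 and Zfp759 was 0.00485 (adjusted exact p = 0.0108) and that of Gm13145 and Gm13235 0.00885 (adjusted exact p = 0.00122). For Gm13235 and Zfp457 it rose to 0.087 (adjusted exact p = 0.000676) and for Gm14399 and Gm4631 to 0.0556 (adjusted exact p = 0.0749). Few peaks were left at these thresholds: 13 for Gm13235, 12 for Zfp457, 15 for Gm14399 and 4 for Gm4631. The calls lost in pairs with these KRAB-ZFPs therefore do not show a changed overlap. With an overlap of at least 50%, Gm13139 and Zfp808 fell to 0.0142 (adjusted exact p = 0.000467) and did not pass. Among the 10 named pairs, only in this pair did both members have a 10-mer past Bonferroni adjustment at unique-sequence summits. Shared background calls are therefore not excluded for the other named pairs.

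Many KRAB-ZFP genes lie in clusters, so pairs encoded on the same chromosome were compared with the rest, for the 64 KRAB-ZFPs with a chromosome. Of 471 such pairs 31 (6.58%) were co-bound, and of 1545 other pairs 49 (3.17%), a difference of 3.41 percentage points (one-sided permutation test, p = 0.00721). When chromosomes were permuted within setup only, the permutation p was 0.804, but only 2 of the 5 setups held genes of several known chromosomes, so chromosomes could not be exchanged in the rest. Within these 2 setups, 15 of 211 same-chromosome pairs (7.11%) and 44 of 344 others (12.8%) were co-bound (one-sided permutation within setup, p = 0.847). Among pairs of different setups, 5 of 206 same-chromosome pairs (2.43%) and 5 of 1201 others (0.416%) were co-bound (one-sided permutation test, p = 0.0003). Without Gm14410 these were 2 of 196 and 5 of 1156 pairs (permutation p = 0.0945). Pairs of the same setup were co-bound in 70 of 651 cases (10.8%) and other pairs in 10 of 1560 (0.641%), a difference of 10.1 percentage points (one-sided permutation test, p = 1e-05, the smallest these permutations can give). Without loci called in 5 or more KRAB-ZFPs, the difference was 6.07 percentage points with the same permutation p. At p under 1e-10 and enrichment over 20, 17 of 588 same-setup pairs and 3 of 1365 others were co-bound. The difference was then 2.67 percentage points (permutation p = 5e-05).

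The study describes the DNA-contacting residues of Rex2, Zfp600 and Gm30910 as similar, and their targets were compared. At p under 1e-10 and enrichment over 20, Rex2 had 67 loci, Zfp600 9 and Gm30910 64. Rex2 and Zfp600 shared 3 loci, 33.3% of those of Zfp600 (95% Wilson interval 12.1% to 64.6%), with 0.0124 expected (one-sided Fisher's exact test, p = 2.08e-07). With each sample's own thresholds, Zfp600 had 120 loci and the pair shared 14, or 20.9% of the Rex2 loci (Wilson interval 12.9% to 32.1%; one-sided Fisher's exact test, p = 1.19e-23). Gm30910 shared 0 loci with Rex2, for which the upper Wilson limit was 5.66%, and 0 with Zfp600, for which it was 29.9% over 9 loci. With each sample's own thresholds, the 120 loci of Zfp600 again shared 0 with Gm30910, and the upper limit was 5.66%. At these numbers under 1 shared locus was expected by chance, so the absence of sharing was not distinguishable from chance. The one-sided Fisher's exact test looks for excess sharing, so its outcome is fixed when 0 loci are shared and decides nothing here.

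Of the 14 loci shared by Rex2 and Zfp600, 8 were intergenic, 5 lay in introns and 1 in a coding exon, and 9 were multi-copy. The locus with the highest enrichment in Zfp600, chosen after its values were seen, lay on chromosome 11 from 115895887 to 115896099 in an intron of Unk, with a fold of 97.65 in Rex2 and 151.7 in Zfp600 in the authors' values and a median copy number of 1.

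Gm13051, Zfp738, Zfp600, Rex2 and Zfp961 are placed by the study on ETn elements, a group of mouse endogenous retroviruses. Of the 10 pairs among them, 8 had summits within 10 kb of each other more often than random placements gave (one-sided Monte Carlo permutation of positions, adjusted p under 0.05). Of 67 Rex2 peaks, 47.8% lay near a Zfp961 summit against 1.10% expected, 37.3% near Gm13051 against 0.439% and 20.9% near Zfp600 against 0.104%. Of 550 Gm13051 peaks, 20% lay near Zfp961 against 1.12% expected. Of 120 Zfp600 peaks, 7.5% lay near Gm13051 and 7.5% near Zfp961, against 0.412% and 1.11% expected, and 2.5% near Zfp738 against 0.134%. Of 176 Zfp738 peaks, 5.68% lay near Zfp961 against 1.15% expected. The pairs that did not pass were Zfp738 with Gm13051 (0.568% against 0.449% expected, Monte Carlo permutation, adjusted p = 0.549) and Rex2 with Zfp738 (1.49% against 0.133%, adjusted p = 0.0944). At p under 1e-10 and enrichment over 20, 5 pairs passed.

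In a measurement chosen after the data were examined, the position of these summits was taken against exact copies of TGGCGCCCAACGTGGGGC, the 18-base site at which lysine tRNA 1,2 primes reverse transcription of retroviruses that use it. mm9 held 64 copies, and 62 of them lay inside a Zfp961 peak. Of 1457 Zfp961 peaks, 62 (4.26%) held a copy, while 1 had a copy in the windows 1 kb to either side. Downstream of a copy, 12 Rex2 summits lay at a median of 180.5 bp and 7 Zfp600 summits at 194 bp, from 169 bp to 254 bp and from 179 bp to 219 bp. The 24 Gm13051 summits lay at a median of 4200 bp, from 1432 bp to 7036 bp. The sites cover a small part of the peaks of each KRAB-ZFP.

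**Figure D3:**
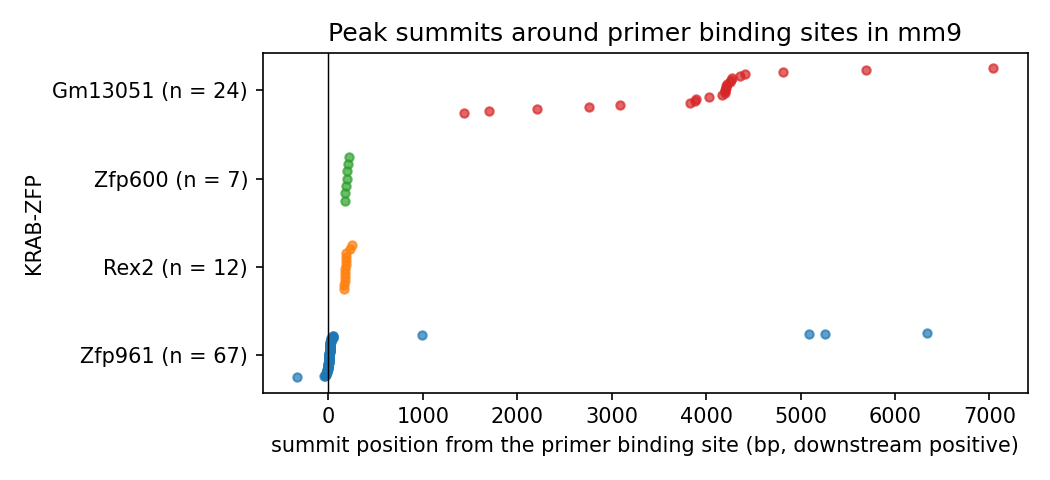
Position of peak summits (x axis, bp from the start of an exact primer binding site for lysine tRNA 1,2 in mm9, downstream positive, from 2 kb upstream to 10 kb downstream) for 4 KRAB-ZFPs (y axis); each point is a summit. Of 67 Zfp961 summits 62 lay within 50 bp of the site, the Rex2 and Zfp600 summits lay between 169 bp and 254 bp, and the median for Gm13051 was 4200 bp.

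The study names both Zfp599 and Zfp617 as binding ORR1 repeats, which are older LTR elements. They had 697 and 764 loci and shared 5, or 0.717% of the Zfp599 loci (95% Wilson interval 0.307% to 1.67%). Over the merged loci 10.9 were expected, a null that sets chance sharing high (one-sided Fisher's exact test, p = 0.985). Against the genome in 200 bp windows 0.0403 were expected and the one-sided Fisher's exact p was 8.37e-10. The overlap asks for the same locus, while both proteins could bind different positions or copies of a repeat. A low overlap thus does not bear on whether both bind ORR1 repeats.

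Peaks of the same KRAB-ZFP lay within 10 kb of one another more often than random placements gave for 30 of the 67 KRAB-ZFPs (one-sided Monte Carlo test, adjusted p under 0.05). At the smallest p that 1000 placements can give, 24 KRAB-ZFPs tied. The first by name were 2610305D13Rik with 19.3% of 83 peaks clustered against 0.0747% expected, AW146154 with 3.77% of 159 against 0.141%, Gm13150 with 4.08% of 98 against 0.0633%, Gm13152 with 10.3% of 5189 against 4.18%, and Gm13154 with 3.97% of 1561 against 1.27%. With a window of 5 kb, the alternative that moved it most, 21 KRAB-ZFPs passed.

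The distribution of peaks over chromosomes differed from that of the other KRAB-ZFPs for 28 KRAB-ZFPs (Monte Carlo test of chi-square, adjusted p under 0.05), of which 12 tied at the smallest p. The test draws each peak independently, while peaks of some KRAB-ZFPs were clustered, such as 63.2% for Gm21082 and 27.3% for Gm13157. For such KRAB-ZFPs its p can be too small. Against the length of the chromosomes, 37 passed. Gm13051 had 11.8% of its peaks on chromosome 7 against 6.08% pooled over the others, Gm13157 had 13.3% on chromosome X against 4.61%, and Gm13225 had 5.18% on chromosome 19 against 2.45%. Gm13152 and Gm13251 had 6.73% and 7.09% on chromosome 11 against 5.40% and 5.43%. The difference of Gm13225 did not pass at p under 1e-10 and enrichment over 20, where 26 of its 3570 peaks were left (Monte Carlo test of chi-square, adjusted p = 0.451).

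In 95 loci at least 5 KRAB-ZFPs were called. Random draws from the merged loci gave a mean of 184.5, so the count was not higher than in these draws (one-sided Monte Carlo permutation, p = 1), but such draws leave many loci with no call and are set too high. Draws from the genome in 200 bp windows gave 0 such loci in each of 1000 draws (one-sided Monte Carlo permutation, p = 0.001, the smallest these draws can give). At least 10 KRAB-ZFPs were called in 3 loci, against 0.002 expected in draws from the merged loci (one-sided Monte Carlo permutation, p = 0.001), so these 3 exceeded chance under the conservative draws as well. The 5 loci called in the most KRAB-ZFPs lay on chromosome 2 from 17910757 to 17911057 (11 KRAB-ZFPs, intergenic), on chromosome 19 from 41707699 to 41708062 (10, in an intron of Slit1), on chromosome 6 from 116192066 to 116192431 (10, in an intron of D6Wsu116e), on chromosome 10 from 127007462 to 127007764 (9, in an intron of Lrp1) and on chromosome 13 from 66552757 to 66552980 (9, intergenic). Their median fold enrichment over the KRAB-ZFPs called there was 21.1, 30.7, 19.3, 20.6 and 13.9 in that order, in the authors' values. The median copy number of their 24-mers was 1, 56, 10, 1 and 5.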

Values the study reported

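Out of 68 datasets, the study set 7 aside. These gave no motif or target element, and inspection by eye found their signal low against noise. Among the other 61 KRAB-ZFPs, peaks of 51 lay in some subfamily of transposable elements more often than chance gives. It placed the target of REX2 and ZFP600 roughly 200 bp into the internal region of ETn.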

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

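Draws of shared loci from the genome, the chromosome test against chromosome length and the alternatives for multi-copy peaks were chosen after the data were seen. Leaving out peaks on unplaced and mitochondrial sequences removed 0 peaks and is not counted. Over 16 main results, 75 other alternatives were computed. Of these, 53 left the result on its side of the threshold or a count within its range, 3 weakened it and 4 strengthened it. A further 12 moved a count and 3 turned a direction. The range was wide: it held clustered KRAB-ZFPs from 30 to 21 and unevenly distributed ones from 28 to 37. For 6 results every alternative was among the 53, though sizes could change. The overlaps of Gm30910 with Rex2 and with Zfp600 are among these 6. With 0 shared loci at each setting they say nothing about stability. For 30 named KRAB-ZFPs and pairs, 140 alternatives left 122 unchanged, weakened 10 and turned 8. Some of the 122 had nothing to change, so this number overstates stability. The common thresholds removed no peak of Rex2, Gm13051 or Zfp961. Merging summits within 200 bp left the clustered share of each named KRAB-ZFP as it was. Of the 10 named pairs of KRAB-ZFPs, 7 lost their call under an alternative, 6 of them at p under 1e-10 and enrichment over 20. No paired analysis was possible because each KRAB-ZFP had 1 sample.

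Holding all samples to p under 1e-10 and enrichment over 20 changed the most results. The median number of peaks fell to 97 (159 with enrichment over 10). The FLAG minus HA difference rose from 0.283 to 0.521 and passed the threshold. With enrichment over 10 it was 0.369 and passed as well (permutation p = 0.0318). It was 0.537 among samples labelled with the strictest settings. Samples kept that label where they had enough peaks, so this subset is selected on the outcome, says nothing about stability and is not counted above. The F9 minus ES difference turned from -0.287 to 0.629 (0.521 with enrichment over 10), for which the looser calls in ES cells, which had no enrichment threshold, are removed by construction. The Bowtie minus Bowtie2 width difference went from -0.051 to -0.152 and passed the threshold there alone; it was -0.118 with enrichment over 10 and -0.069 with C-terminal HA tags only, neither past it. Co-bound pairs fell from 80 to 20, same-chromosome pairs exceeded others by 0.474 percentage points (1.93 with enrichment over 10) and no longer passed, and loci shared by 5 or more KRAB-ZFPs fell from 95 to 19. Of the 10 pairs of ETn binders 5 passed (5 with enrichment over 10); Zfp600 then had 0% of peaks near Zfp738 and 0% near Zfp961 at either enrichment, and it kept 9 loci with enrichment over 20. Apart from fewer peaks, the cause was not tested.

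Co-bound pairs numbered 266 against the genome background, 48 without loci called in 5 or more KRAB-ZFPs and 122 at an adjusted p under 0.05. The difference for same-chromosome pairs, 3.41 percentage points, did not pass under permutation within setup, in which only 2 of the 5 setups have chromosomes to exchange. The Zfp599 and Zfp617 overlap of 0.717% lay below chance over the merged loci and above it against the genome, since the merged loci hold only called positions. Loci called in at least 3 and at least 10 KRAB-ZFPs numbered 737 and 3, a change of the definition itself. Against draws from the merged loci, the 3 exceeded the 0.002 expected (one-sided Monte Carlo permutation, p = 0.001), while the 737 and the 95 did not exceed theirs; the 95 loci passed against draws from the genome. With a minimum of 100 copies, 17 KRAB-ZFPs had more multi-copy peaks than random windows. With a window of 2 kb, 0% of Zfp600 peaks and 0% of Rex2 peaks lay near Gm13051 and 0% of Rex2 peaks near Zfp738, and with 5 kb 0% of Gm13150 peaks were clustered; a narrower window counts fewer neighbours by construction. The higher share of co-bound pairs within a setup passed under each of its alternatives. Its size fell from 10.1 to 2.67 percentage points at p under 1e-10 and enrichment over 20.

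The depth of the libraries is unknown here, so a low number of peaks, such as the 9 strict loci of Zfp600, limits every overlap computed from it.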

Other observations

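Chosen after the result was seen were the tests of same-chromosome pairs within and between setups, of setup sharing, of draws from the same KRAB-ZFPs and of the source of most loci at loci called in 5 or more KRAB-ZFPs, the counts per KRAB-ZFP for clustered peaks, the tests of chance, of removal, of 1 peak per KRAB-ZFP and of loci also called in another KRAB-ZFP for own-gene peaks, and of F9 samples among themselves, as well as the strict thresholds at which peak widths were tested; the tests on primer binding sites were written with knowledge of where the study places these proteins on ETn.

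At the 95 loci called in 5 or more KRAB-ZFPs, 72.3% of the pairs of KRAB-ZFPs came from the same setup, against 29.5% under permuted setups (one-sided permutation p = 0.0002). This is in line with a background shared by libraries made alike. The median copy number of 24-mers was 1 there and 1 in loci called in a single KRAB-ZFP, and it was 1 at 80% of the 95 loci, which argues against reads spread over recent copies as the source of most of them. Of the 95 loci 90.5% lay more than 1 kb from a transcript start, which argues against open chromatin at gene starts as the source of most. Neither is excluded for the rest. As a matched reference, loci called in a single KRAB-ZFP were drawn from the same KRAB-ZFPs. Multi-copy were 10.5% of the 95 loci against 7.88% of the matched draws (one-sided Monte Carlo permutation, p = 0.206), and 9.47% against 7.27% lay within 1 kb of a transcript start (one-sided Monte Carlo permutation, p = 0.252). The pooled share near a transcript start in loci called in a single KRAB-ZFP, 11.2%, decides nothing, since other KRAB-ZFPs make up those loci. The fold enrichment of peaks there had a median percentile of 62.4 within their own KRAB-ZFP against 50.2 in random draws. As a set, these peaks were thus not the weaker ones of their KRAB-ZFPs. A percentile cannot show how far a call lay above the threshold. The median fold was 22.68 against a threshold of 20 in Gm13145 and 12.25 against 10 in Gm13235. Calls near the threshold therefore stay open. Targets common to KRAB-ZFPs that were assayed together stay open and were not tested apart from the setup. The named loci fall under the same limit to differing degrees. Of the 11 KRAB-ZFPs at the locus on chromosome 2 from 17910757 to 17911057, 9 came from the HA setup in F9 cells. That setup held 8 of 10 at the locus on chromosome 19, 8 of 9 on chromosome 10 and 9 of 9 on chromosome 13. At the locus on chromosome 6 the main setup, FLAG in F9 cells, held 6 of 10, so a shared setup covers less of it.

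Pairs of the same setup stayed co-bound more often without those loci, by 6.07 percentage points (one-sided permutation p = 1e-05, the smallest these permutations can give), so the most shared loci are not the whole source. For pairs encoded on the same chromosome, permutation within setup gave p = 0.804, but it decides little, since only 2 of the 5 setups hold genes of several known chromosomes. Within these 2, same-chromosome pairs were not co-bound more often (difference of -5.68 percentage points, one-sided permutation p = 0.847), which is in line with genes of a chromosome having been assayed in the same setup as a source of the 3.41 percentage points. Among pairs of different setups, which a shared setup cannot link, same-chromosome pairs were co-bound more often by 2.01 percentage points (one-sided permutation p = 0.0003), but Gm14410 was in 3 of the 5 such pairs, and without it the difference was 0.588 (permutation p = 0.0945). In the other 3 setups chromosome and setup cannot be told apart, and related binding among cluster members stays open.

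For clustered peaks, only 6.02% of 1845 neighbouring pairs, over the 30 KRAB-ZFPs past the threshold, had called peaks under 200 bp apart, which argues against single enriched regions called several times as the source of most such pairs. In 3 of the 30, however, most of the pairs were that close: Zfp810 with 7 of 10 pairs, and AW146154 and Zfp738 with 2 of 3 each. For these 3 a region called several times stays open. In 15 of the 19 KRAB-ZFPs with enough neighbours, neighbouring peaks shared a 24-mer more often than random pairs of the same KRAB-ZFP (one-sided exact sign test, p = 0.00961). Ties, in Gm13225, 2610305D13Rik and Zfp457, were kept and counted as not higher, which makes the test conservative. The share was 100% against 6.79% for Zfp429, with neighbours at a median distance of 3987 bp, and 99.0% against 58.4% for Gm21082, at 6240 bp. These were the highest of the 19. Most of the neighbours shared a 24-mer in 6 of the 19, while in the other 13 at most 41.4% did, as for Gm13152 with 7.12% against 0.819% and Gm13225 with 5.06% against 5.06%. None did for 2610305D13Rik, Gm13251 and Zfp457. Paired terminal repeats of an element may account for neighbours in some KRAB-ZFPs, where nearby copies of the same repeat would give the same result and were not tested, but recent repeats of either kind do not account for most of the 19. Exact 24-mers miss diverged repeats, which stay open.

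In 5 KRAB-ZFPs, Zfp46, Zfp617, Zfp882, Zfp961 and Zkscan17, a peak lay in an exon of the protein's own gene, against 0.144 expected with permuted genes (one-sided permutation p = 1e-05, the smallest these permutations can give). Over all 63 KRAB-ZFPs with an annotated gene, own exons held 14 peaks and own introns 0, although exons made up from 9.32% to 56.3% of gene length in the 5 with such peaks (one-sided Monte Carlo test with binomial draws by exon length, p = 1e-05, the smallest these draws can give). With 1 peak per KRAB-ZFP, the own-gene peak of highest fold enrichment lay in an exon in 5 of the 5 KRAB-ZFPs with a peak anywhere in their gene (one-sided exact Poisson binomial test by exon length, p = 0.000312). Zkscan17 had 6 such peaks on chromosome 11 between 59301021 and 59317314, all in coding exons, and the 1 from 59317115 to 59317314 had the highest fold enrichment of all its peaks, 42.94. Others of the 14 were weaker within their KRAB-ZFP, at fold percentiles down to 13.7 for Zfp46, 31.2 for Zfp617 and 57.2 for Zfp961. Both Zfp961 loci, 2 of the 14, were also called in Zfp810, which carry-over of the Zfp961 construct does not predict, so their source stays open. For the other own-gene peaks, the lack of intron peaks is consistent with carry-over of the expression construct, which holds no introns. Binding to the protein's own coding exons stays open and was not tested, and the annotated spans of Zfp617 and Zfp882 overlap. The study amplified coding sequences from cDNA or had them synthesized with optimized codons, which changes the DNA sequence. Carry-over predicts own-exon peaks for the cDNA kind only. Which kind each KRAB-ZFP had was not used here, so a lack of own-exon peaks does not exclude carry-over.

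Several sources were weighed for the uneven chromosome distribution of 28 KRAB-ZFPs. Of the 28, only 2, Zfp46 and Zkscan17, had a peak in an exon of their own gene, so carry-over there cannot account for most, and both of these 2 stayed uneven without such peaks. The most over-represented chromosome was that of the own gene in 2 of 28 (one-sided permutation p = 0.24), which argues against binding to the own gene cluster as the general source. Chromosome shares differed between F9 and ES samples by a summed 14.8 percentage points (permutation p = 0.0278). Here karyotype, proteins and setup changed together and cannot be told apart. Among F9 samples alone, which share a karyotype, 21 were uneven against 22 of the same samples in the full comparison. F9 copy number thus does not account for most of the uneven F9 samples. Its part in the difference between F9 and ES samples stays open. The pooled reference could spread the crowding of some KRAB-ZFPs to others, as on simulated data. Chromosome length uses no pooled reference, and against it all of the 28 passed except Gm14412, Gm14399 and Gm8898. Their adjusted p were 0.232, 0.219 and 0.203 (Monte Carlo test of chi-square). Length takes no account of gene or repeat density, so a spread through the pool is not excluded for the others. Clustered peaks counted as separate draws were not tested as a source and stay open.

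Of the Zfp961 peaks, 4.26% held the exact primer binding site against 0.0686% with a site 1 kb to either side (one-sided exact McNemar test, p = 6.94e-18), a share limited by the 64 sites of the genome. The 10-mer most in excess in its peaks of unique sequence was TGGCGCCCAA, the start of that site, in 14.9% of 1056 peaks against 0.0473% of flanks. Part of the site without the rest may be enough in some Zfp961 peaks, a hypothesis that was not tested. Only exact copies of the whole site were counted, so a site with a few changed bases was counted as absent. The study reports that the ZFP961 motif resembles this site and that ZFP961 repressed it in reporter assays. The distances of 19 Rex2 and Zfp600 summits downstream of a site had an interquartile range of 18.5 bp, as a fixed position in an element would give. These are not 19 separate sites, since the 7 sites with a Zfp600 summit all lie among the 12 with a Rex2 summit.

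Peak widths of F9 samples aligned with Bowtie and Bowtie2 passed the threshold for a difference at p under 1e-10 and enrichment over 20 and at none of the other 3 settings, so whether widths differ at all is uncertain. At that setting, on the residual of a line on log10 median tags, the difference in log10 width was -0.182 (two-sided permutation p = 0.00027), which argues against the number of tags per peak as its source, while aligner, read type and control cannot be told apart.

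Around unique-sequence summits of Gm13225, whose median called width was the largest of the 67 at 2310 bp, 50.8% of 2638 peaks held AAAAAAAAAA on either strand against 2.71% of flanks. A 10-mer passed Bonferroni adjustment in 27 of 66 KRAB-ZFPs. For Zfp617, ACCATGACCA lay in 51.7% of 462 peaks against 0.108% of flanks.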
